A study of Mus musculus with 18 samples. Its data were reported in "Lysine-Specific Demethylase 1 (LSD1) epigenetically controls osteoblast differentiation" (2022).

How the data were processed

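H3K27me3 ChIP-seq of MC3T3-E1 cells collected before (day 0) and during (days 7 and 14) osteogenic culture was analysed from 1 deposited table of 24141 regions with 32 columns. Groups and days were taken from the sample titles. All columns of values per sample belong to the H3K27me3 libraries, and 0 were left unused. The other antibodies were not used here.

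Per the labels and the study's methods, the authors aligned paired-end reads to mm10, called broad domains with SICER, merged domains that overlapped between days with bedtools, and annotated each merged region to a gene with ChIPseeker and to motifs with HOMER. MACS2 is also listed in the labels, and versions are not given in the sources used here. Region boundaries are multiples of 200 bp and are printed as the table gives them. The read counts are raw counts of each H3K27me3 library per region, deposited without correction. The scores are a signal that the authors made with DiffBind. From the values, a score equals the reads minus the control reads of the same day, times 1 scaling factor per library (0.899, 1.06 and 1.08), and differences under 1 read are set to 1 read. The control library is titled input in the labels, while the methods name control IgG, and it is called the control throughout. The log2 ratios between days that the authors deposited equal the log2 ratio of the scores. The peak marks of each day, the width and the distance to the nearest transcription start site (TSS) were used as deposited.

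The values were found to be stored in another row order than the coordinates, marks, genes and motifs of the same table. The coordinates run through the chromosomes in numerical order (1, 2, 3), while the values run in alphabetical order (1, 10, 11). The check was the correlation of log width with log reads, which should be high because wide regions hold more reads. Over all regions it was 0.102 as deposited and 0.982 with the values assigned in alphabetical order, and in any 50 consecutive regions it was at least 0.932. Marks that did not enter this check were tested too. At day 0 the median reads per control read was 2.25 in marked and 1.63 in unmarked regions after reordering, against 2.07 and 2.01 before. The reordered values are the main values, and the pairing as deposited was run as an alternative for the gene lists and named genes. The sequence of the motif lay at its stated position in GRCm38 in 842 of 842 regions.

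Control reads were recovered as reads minus net reads wherever the score was above the floor. This gave 5989356, 4149173 and 4027140 control reads in regions on days 0, 7 and 14, and a median of 2.05, 2.18 and 2.23 reads per control read. The score was at the floor in 369, 239 and 606 regions. The SE of a log2 ratio was computed from the Poisson error of both read numbers. Where a day was at the floor no ratio is given, and the bound "at least" uses the larger of 3 net reads and the upper 95% counting limit of the net reads. Simulated libraries without change gave the counts expected from counting error. In a test on simulated data, 200 changed regions among 24141 were drawn from those with a mean score of the 2 days at or above the median. Weaker regions, which hold most of the regions past the threshold, were not tested in this way. In the stronger regions the threshold of 1 recovered 55.5% of changes of 2-fold and 100% of changes of 3-fold for day 14 against day 0. For day 7 against day 0 it recovered 46.0% and 99.5%, and for day 14 against day 7 it recovered 49.0% and 100%.

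Log2 ratios were recomputed from the reordered scores. Each gene was represented by the region nearest to its TSS within 3 kb, which gave 6044 genes. Where several regions were equally near (178 genes), the one with the highest mean score was taken, a choice made after the data were seen. With the first such region in the table instead, 19 of the 20 genes named for day 14 against day 0 were the same. Named genes had a higher score of days 0 and 14 of at least the median (317) and the same sign at day 7 and day 14. Among these the 10 highest and 10 lowest ratios of day 14 against day 0 were named, and the 3 highest and 3 lowest for each other comparison, without the sign condition for day 14 against day 7. From each of 16 gene lists up to 4 members were eligible for naming by their extreme ratios, and the 3 strongest and 3 widest regions and the loci named by the study were added. Predicted genes and microRNA hosts were passed over (8 instances). A list median was placed among 10000 random lists of the same size matched on deciles of mean score, for lists with at least 3 genes. This percentile describes these libraries and is not a p-value, and no test between days was run. List medians were the same with floored members set to their bound.

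The gene lists, comparisons, thresholds, naming rule and most alternatives were fixed before the data were examined. The alternatives fixed at that point were scaling to the same total, centring on the median, a pseudocount of 10, a minimum score, a minimum width of 1 kb, autosomes only, a threshold of 0.5, shares by covered length, a promoter of 1 kb, other choices of region per gene and matching on width. Alternatives added after the data were seen were the pairing as deposited, chromosomes 1, X and Y only, GC matching and GC deciles from GRCm38, GENCODE M21 transcript starts, reads without control subtraction, regions above the floor only, and the order of ties. Reads without control subtraction were multiplied by the scaling factors of the scores and were not rescaled, so their ratios can carry a common offset. RUNX and AP-1 motifs had been planned. The motif column of the table is for REST, which was analysed instead. Shares have Wilson 95% intervals. Intervals of the trend from day 7 to day 14 and of chromosome X come from 1000 draws of blocks of 50 consecutive regions. Covariance and same-sign shares of comparisons against day 0 are set beside simulated libraries that share day 0. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.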

Results

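MC3T3-E1 is a mouse preosteoblast line that matures into mineralizing osteoblasts in medium with ascorbic acid and β-glycerophosphate. Chromatin was collected before induction (day 0) and after 7 and 14 days, and the series holds 18 libraries, 1 for each of 6 antibodies or controls on each of 3 days. The comparisons here concern H3K27me3, the trimethylated histone H3 lysine that Polycomb repressive complex 2 places on silenced genes, measured with 1 library per day. The libraries for Lsd1 and the H3K4 methylation marks were not analysed here. The H3K27me3 libraries held 14164816, 10844947 and 10494073 reads in 24141 merged regions on days 0, 7 and 14, with a median of 237, 181 and 176 reads per region. With 1 library per day no difference below has a replicate check, and the intervals and standard errors (SE) cover counting error only.

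The deposited table pairs region coordinates with read values in different chromosome orders, so the values were first returned to their regions. As deposited, the correlation between the log width of a region and its log reads lay between -0.075 and 0.069 on each of chromosomes 2 to 19. It was 0.986 on chromosome 1 and 0.974 on chromosome X, which hold the same positions in both orders. With the values read in alphabetical chromosome order, the correlation lay between 0.974 and 0.988 on every chromosome from 1 to 19 and X. Regions marked as a peak at day 14 only then had a median log2 ratio of day 14 against day 0 of 0.96, against 0.07 as deposited. All values below use this restored order, and they differ from a direct reading of the deposited table outside chromosomes 1, X and Y.

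**Figure D1:**
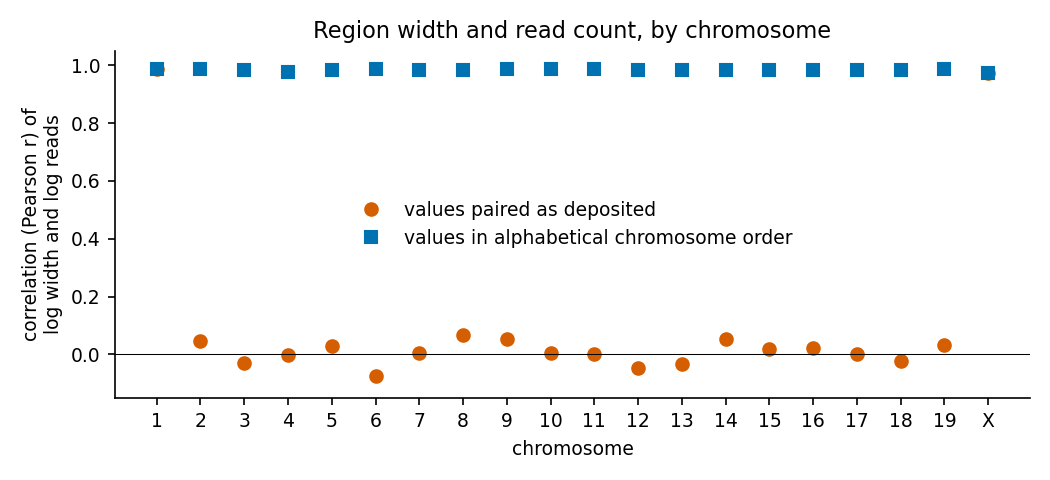
Pearson correlation of log region width with log reads summed over the 3 libraries (y axis) for chromosomes 1 to 19 and X (x axis), with values paired as deposited (circles) and in alphabetical chromosome order (squares). On chromosomes 2 to 19 the circles lie between -0.075 and 0.069 and the squares lie at 0.976 or above, and on chromosomes 1 and X both coincide.

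The first comparison asks how many domains carried H3K27me3 on each day. A peak was marked in 15160 regions at day 0, 16874 at day 7 and 17558 at day 14. These regions covered 338 Mb, 361 Mb and 364 Mb, with median widths of 13199, 12599 and 11999 bp. Widths and covered lengths here and below are of regions merged over days, not of the peaks of a single day. The broadest and strongest domain lay over Sec13, which encodes a subunit of the COPII coat and the nuclear pore, on chromosome 6 from 113740600 to 114403599 (mm10), with scores of 23039, 16150 and 17615 on days 0, 7 and 14. The next strongest lay over Trp53i11 (scores of 12774, 11757 and 10226) and over 4921529L05Rik (10070, 11308 and 12540), and another of the 3 widest domains lay over Add2, which encodes the cytoskeletal protein β-adducin. On chromosome X, where the median GC content of regions is 40.3%, the number of marked regions was 206 at day 0, 409 at day 7 and 380 at day 14. Marking followed GC content on all chromosomes, with 30.9% of the decile with the lowest GC content marked at day 0 and 70.2% at day 14, against 86.7% and 65.5% of the highest. With only regions at or above the median score of the day counted, the numbers of marked regions were 10770, 11616 and 11698, so that days 7 and 14 were nearly equal.

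Domains shared by the 3 days were wide and near genes, and domains of a single day were narrow and distal. Part of this may follow from construction, since merging over days widens regions and wide regions touch a TSS more readily. The share near a TSS was not compared at equal width. A peak was marked on all 3 days in 10122 regions, 41.9% of the total (Wilson 95% interval 41.3 to 42.6%). These made up 73.7% of the covered length, had a median width of 19799 bp, and 44.3% of them lay within 3 kb of a transcription start site (TSS). The day 0 only, day 7 only and day 14 only groups held 2806, 2480 and 3526 regions, all with a median width of 4799 bp, and 14.6%, 15.5% and 10.3% of them lay within 3 kb of a TSS. A further 2975 regions were marked on days 7 and 14, 1297 on days 0 and 7, and 935 on days 0 and 14. Of the regions marked at day 0, 72.9% were also marked at day 14. The share marked on all 3 days was 74.2% among regions whose highest score was at or above the median.

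**Figure D2:**
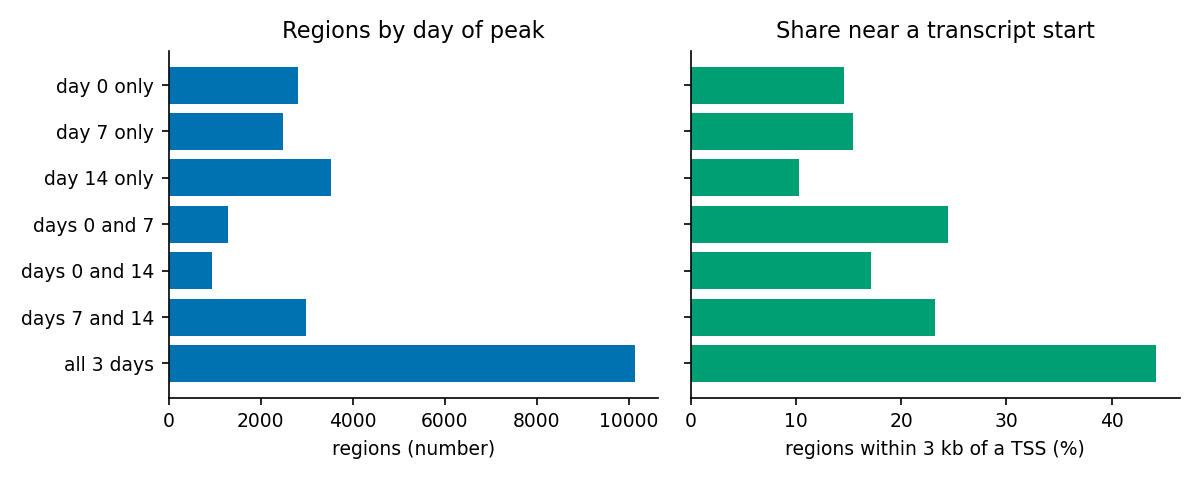
Number of merged regions by the days on which a peak was marked (left) and the percent of those regions within 3 kb of a TSS (right), with bars that start at 0. The all 3 days group holds 10122 regions, 44.3% of them near a TSS, against 10.3 to 15.5% for the groups of a single day.

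Promoters held about the same share of marked regions on each day, with a lower value at day 14. The share was 35.4% at day 0 (34.7 to 36.2%), 34.8% at day 7 (34.1 to 35.5%) and 32.4% at day 14 (31.7 to 33.1%). Distal intergenic regions made up 42.1%, 43.3% and 44.1%, introns 8.48%, 8.12% and 9.61%, and exons 7.48%, 7.40% and 7.49%. By covered length the promoter shares were 53.7%, 52.1% and 51.2%. Among 21911 protein-coding genes, 27.9% had a region marked at day 0 within 3 kb of a TSS, 30.3% at day 7 and 29.4% at day 14.

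Day 14 against day 0 is the main comparison, of undifferentiated cells with the latest time point. Here and below, the score of a promoter is that of the whole merged region nearest to the TSS. Such regions can be wide, with 25599 bp at Atoh8, 78999 bp at Ostn, 73599 bp at Psapl1 and 264799 bp at Rnu6. The promoter of Atoh8, a basic helix-loop-helix transcription factor, showed no H3K27me3 above control at day 0 and a score of 744 at day 14, at least 23.7-fold higher. Scores were also higher at Tle4, a Groucho-family corepressor (log2 ratio 4.19, SE 1.51), at Ostn, which encodes the bone and muscle peptide osteocrin (2.43, SE 0.18), at Hao1, a liver oxidase (2.38, SE 0.47), and at Dazl, a germ cell RNA-binding protein (1.46, SE 0.21). At the other end, the promoter of Psapl1 had a score of 2336 at day 0 and none above control at day 14, at least 29.3-fold lower. Scores were likewise at the level of the control at day 14 at Col15a1, a basement membrane collagen (at least 16.2-fold lower), at Lep, which encodes leptin (at least 11.1-fold), and at Nkd2 and Rnf43, both inhibitors of Wnt signaling (at least 15.6-fold and 12.8-fold).

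The remaining genes named by the fixed rule followed the same order. On the higher side these were Rnu6 (2.38, SE 0.08), which lies beside Tle4 on chromosome 19, Csrnp3 (1.77, SE 0.15), Rhbdd1 (1.67, SE 0.25), Uts2b (1.59, SE 0.12), which lies beside Ostn on chromosome 16, and Myh4, a fast muscle myosin (1.51, SE 0.19). On the lower side they were Wnk2, Emid1, Reg4, Specc1 and Hvcn1, each at least 10.4-fold lower, and all 10 genes on this side had a score at the floor at day 14. The order among these 10 genes therefore follows their day 0 scores, and the regions of Lep, Reg4 and Specc1 were still marked as a peak at day 14. Without subtraction of the control reads, the log2 ratios of these 10 genes lay between -2.69 for Nkd2 and -1.56 for Lep, and that of Atoh8 was 3.03. Those of the other genes on the higher side lay between 0.58 for Myh4 and 1.24 for Tle4, with 0.80 for Hao1 and 1.22 for Ostn. Subtraction of the median of the GC decile gave 1.72 for Ostn, 0.87 for Uts2b and 0.75 for Dazl. When the values were paired as deposited, 8 of the 20 genes kept their direction.

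**Figure D3:**
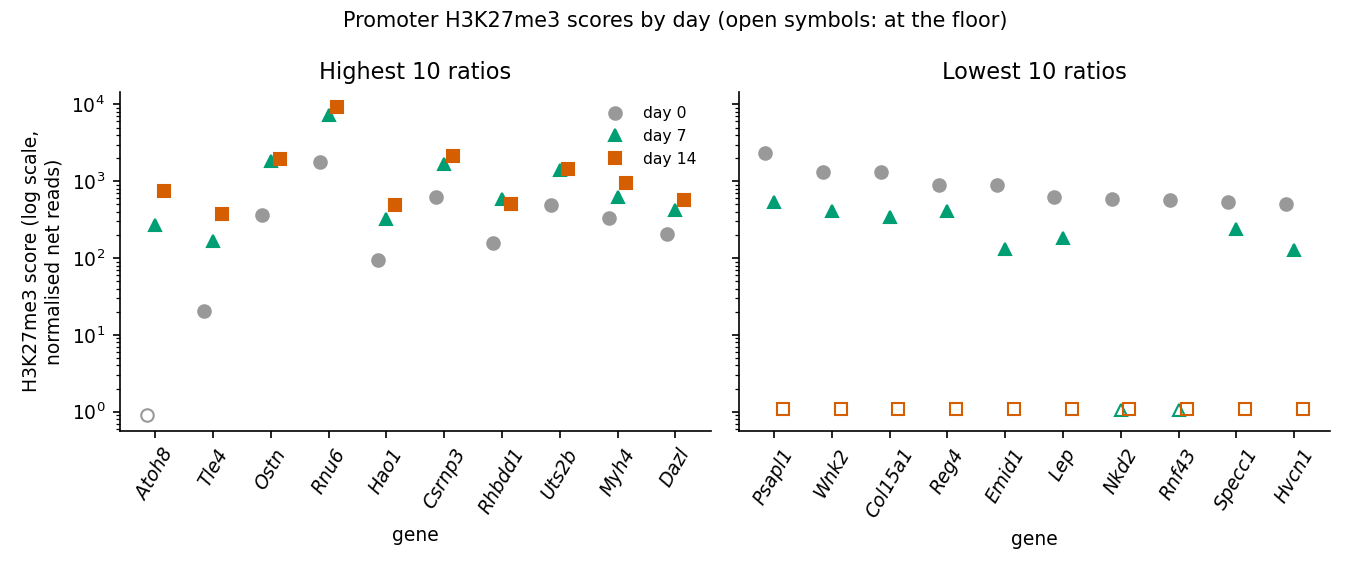
H3K27me3 score (y axis, normalised net reads, log scale) on days 0, 7 and 14 (symbols) at the promoters of the 10 genes with the highest and the 10 with the lowest ratio of day 14 to day 0 under the fixed rule, with 1 library per day. Scores are those of the whole merged region nearest to each TSS. Open symbols mark scores at the floor of 1 net read. All 10 genes on the right are at the floor at day 14, and Atoh8 is at the floor at day 0.

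Over all 24141 regions the median log2 ratio of day 14 against day 0 was -0.0043, with quartiles of -0.52 and 0.52. The TMM scaling of the scores aims at a typical ratio near 0. The median and the balance of higher and lower regions therefore cannot show whether H3K27me3 rose or fell as a whole. The ratio was at least 1 in 3120 regions and at most -1 in 3309 regions, where counting error alone gave 708 and 685 in simulated libraries without change. The simulation holds no other spread between libraries. The squared difference of control reads, relative to its counting variance, averaged 2.02 per region for day 14 against day 0. It averaged 1.79 for day 7 against day 0 and 0.95 for day 14 against day 7. Spread between libraries against day 0 was thus larger than counting error. Of 6044 genes with a promoter region, 444 had a ratio of at least 1 and 672 had one of at most -1, and promoter regions had a median of -0.08 against 0.04 for distal intergenic regions. These medians turned to 0.05 and -0.05 after the median of the GC decile was subtracted. The ratio followed base composition, with a median of 0.71 in the decile of regions with the lowest GC content and -0.62 in the decile with the highest. On chromosome X, whose regions are GC-poor, the median was 0.34 over 537 regions, and it was -0.02 after the median of each GC decile was subtracted. Without control subtraction 279 regions were higher and 1281 lower, so that higher regions made up 17.9% of the changed ones in place of 48.5%. The factors of the scores were kept for these reads, and the median of all regions was then -0.13. Part of the fall in this share may come from that offset.

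**Figure D4:**
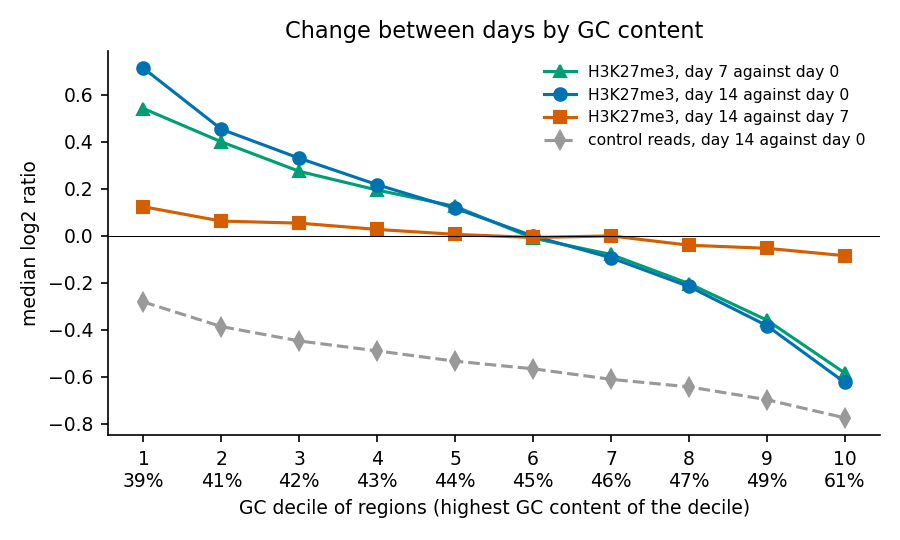
Median log2 ratio between days (y axis) for regions grouped into deciles of GC content (x axis, with the highest GC content of each decile), for H3K27me3 scores in the 3 comparisons and for control reads of day 14 against day 0. The H3K27me3 ratio of day 14 against day 0 runs from 0.71 to -0.62 and the control ratio from -0.28 to -0.78.

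The gene lists ask whether programs of bone and of other fates differed between day 0 and day 14. Most genes of the osteoblast program had no H3K27me3 region at their promoter, and 3 of 28 did. Of these, Pth1r, the parathyroid hormone receptor, was marked at day 0 and at the control level at day 14 (at least 3.64-fold lower), Enpp1, which makes the mineralization inhibitor pyrophosphate, had a log2 ratio of -1.08 (SE 0.33), and Msx2, a homeobox factor, had one of -0.01 (SE 0.17), which was 0.37 after the median of the GC decile was subtracted. Enpp1 had 510 reads at day 0 and 294 at day 14, against 238 and 187 control reads. Its ratio was thus smaller in size without control subtraction. None of the 18 housekeeping genes had a region. By the same annotation 7 of 12 endoderm transcription factors, 18 of 30 Wnt ligands and antagonists, 10 of 18 adipocyte genes and 13 of 25 neural transcription factors had one, as did 9 of 39 Hox genes, 5 of 16 chondrocyte genes, 4 of 13 skeletal muscle genes and 2 of 22 histone lysine demethylases. With every GENCODE transcript start considered, the shares were 21.4% for the osteoblast program, 59.0% for Hox genes, 61.5% for skeletal muscle genes, 83.3% for endoderm factors, 0% for housekeeping genes and 33.7% for all protein-coding genes. The osteoblast genes added in this way were Sost (-0.15), Fgf23 (0.09) and Bmp2 (1.46, marked at day 14 only), so that the median of the program was -0.08, at the 50.3th percentile, against -1.08 with 3 genes. With the strongest region at any distance it was -0.01.

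Adipocyte genes and Wnt genes had the lowest medians relative to random lists of genes with similar signal. In the adipocyte program 6 of 10 genes had a log2 ratio of at most -0.5 and 1 had one of at least 0.5, with a median of -0.58 at the 1.45th percentile of 10000 random lists. Besides Lep these included Klf15, a transcription factor of adipogenesis (-3.19, SE 0.49), while Cd36, a fatty acid transporter, was higher (0.97, SE 0.22, and 0.26 after the median of the GC decile was subtracted). Without control subtraction these ratios were -1.37 for Klf15 and 0.48 for Cd36. Of the Wnt ligands and antagonists 9 of 18 were lower and 2 higher, with a median of -0.50 at the 0.27th percentile. Sfrp1, a secreted Wnt antagonist, had a ratio of -1.88 (SE 0.60) and was marked at day 0 only, whereas Frzb, another such antagonist, had 0.99 (SE 0.22) and Wnt16 had 0.71 (SE 0.16). Without control subtraction they were -0.999 for Sfrp1, 0.29 for Frzb and 0.28 for Wnt16. The ratio of Wnt8a was -4.12 with an SE of 3.69, because its day 14 score of 4.33 was near the floor, so the size of its change is uncertain. Wnt8a had 158 reads at day 0 and 54 at day 14, against 74 and 50 control reads. When random lists were matched on GC content instead, these medians lay at the 4.44th and 7.97th percentiles, and 0 of 14 lists lay outside the central 95%, against 2 of 14 with matching on signal. After the median of the GC decile was subtracted, the adipocyte median was -0.0061, at the 41.9th percentile, and the Wnt median was -0.19, at the 1.56th percentile.

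**Figure D5:**
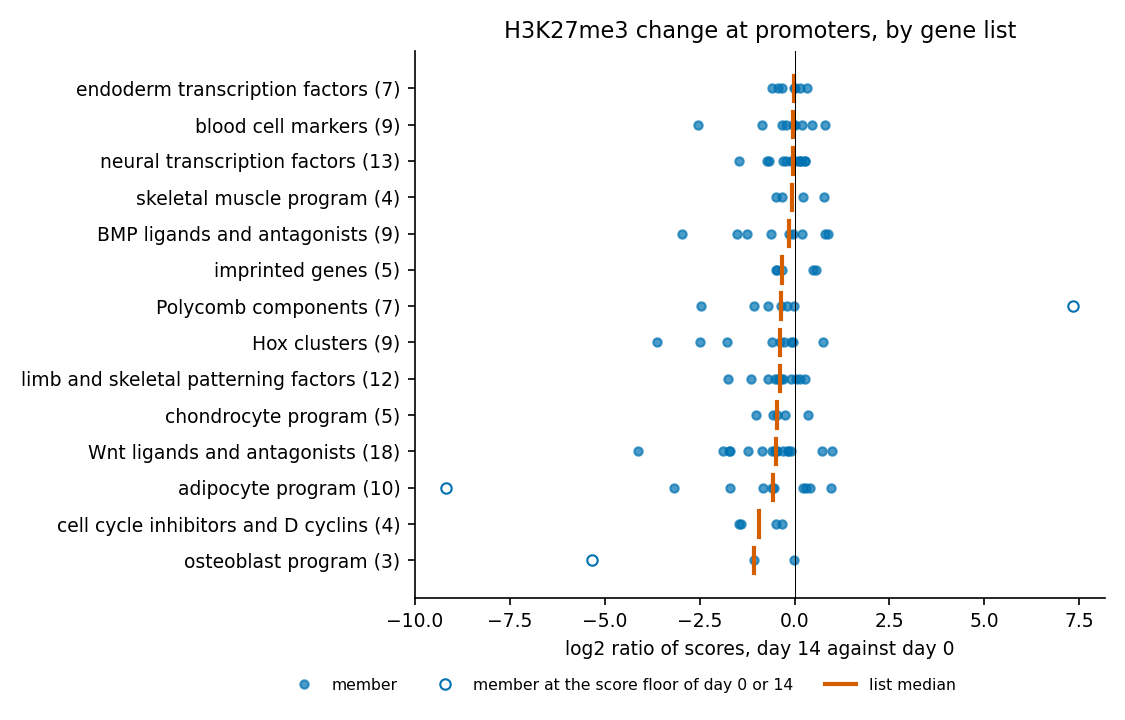
Log2 ratio of H3K27me3 scores, day 14 against day 0 (x axis), for each member with a promoter region of the gene lists (y axis, number of such members in parentheses). Bars mark list medians, and open circles mark members at the score floor on either day, whose position is set by the floor of 1 net read and not measured. The medians run from -1.08 for the osteoblast program, which has 3 members here, to -0.02 for the endoderm transcription factors.

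Developmental regulators and markers of other tissues had medians between -0.05 and -0.02 for neural, endoderm, blood and muscle genes. Neural transcription factors had a median of -0.04, with 3 of 13 lower and 0 higher (Neurod2 -0.73, SE 0.06, and Neurog2 0.29, SE 0.09). Endoderm factors had a median of -0.02, blood cell markers one of -0.03 (Gfi1b -0.86, SE 0.10, and Ptprc 0.80, SE 0.23), and skeletal muscle genes one of -0.05. With regions within 1 kb of the TSS the medians were -0.18 for endoderm factors and -0.34 for skeletal muscle genes. With the strongest region at any distance they were -0.02 and 0.23. The medians were lower for limb and skeletal patterning factors, at -0.38 (Lmx1b -1.75, SE 0.07, and Alx4 -1.14, SE 0.09), for Hox genes, at -0.37 (Hoxb4 -2.49, SE 1.01), and for chondrocyte genes, at -0.47 (Ihh -1.01, SE 0.25). BMP ligands and antagonists had a median of -0.13 (Gdf10 -1.52, SE 0.25, and Bmp5 0.89, SE 0.35), and imprinted genes one of -0.32 (Plagl1 0.57, SE 0.09). The imprinted median was -0.45 with regions within 1 kb, 0.16 with the strongest region at any distance and 0.14 with the mean over all regions of a gene. Cell cycle inhibitors and D cyclins had a median of -0.95 over 4 genes, with Ccnd3 lowest at -1.47 (SE 0.25). After the median of the GC decile was subtracted, the medians were 0.05 for limb and skeletal patterning factors, 0.14 for imprinted genes, 0.14 for blood cell markers, 0.37 for skeletal muscle genes, -0.09 for chondrocyte genes, -0.22 for Hox genes and -0.56 for cell cycle genes. The same subtraction gave 0.09 for Ptprc, -0.24 for Gfi1b, 0.18 for Bmp5, -0.11 for Neurod2, -1.13 for Lmx1b and -0.52 for Alx4. Without control subtraction Hoxb4 had -1.05, Gdf10 -0.84 and Plagl1 0.19.

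Genes of the Polycomb and demethylase machinery went both ways. Among Polycomb components the promoter of Cbx2 had no signal above control at day 0 and a score of 146 at day 14 (at least 4.96-fold higher with control subtraction). Its reads were 132 at day 0 and 229 at day 14, with 94 control reads at day 14. The size of this change therefore depends strongly on the control subtraction. By contrast, Cbx6 had a log2 ratio of -2.47 (SE 0.88) and Phf19 one of -1.06 (SE 0.12). The median of the 7 members was -0.35, and -0.02 after the median of the GC decile was subtracted, with -0.44 for Phf19. Of 22 histone lysine demethylases 2 had a promoter region. Kdm7a, a demethylase of H3K9 and H3K27, had scores of 260, 250 and 60.6 on days 0, 7 and 14 on chromosome 6 from 39207800 to 39220999, a log2 ratio of -2.10 (SE 0.58). A second region upstream of it had a ratio of -1.70 (SE 0.44), from 558 and 268 reads against 269 and 194 control reads on days 0 and 14. Kdm4c had one of 0.81 (SE 0.32). Without control subtraction the ratios were -0.82 for the promoter region of Kdm7a, 0.29 for Kdm4c, -1.14 for Cbx6 and -0.81 for Phf19.

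Among the other loci the study singles out, Runx1, a Runx family transcription factor, had 4 distal regions, the nearest at -191726 bp from its TSS, and none within 3 kb. The largest, on chromosome 16 from 93059800 to 93079199, had scores of 68.3, 202 and 168 on days 0, 7 and 14. Its reads were 369, 389 and 352 and its control reads 293, 199 and 197, so the ratio between days depends strongly on the control subtraction. No region was assigned to the bone genes Bglap, Sp7, Dmp1, Ibsp or Runx2.

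Day 7 against day 0 covers the early part of differentiation. The highest ratios were at Atoh8 (at least 8.47-fold higher), Tle4 (log2 ratio 3.02, SE 1.53) and Ostn (2.34, SE 0.18). The lowest were at the Wnt inhibitors Nkd2 and Rnf43, at least 12.8-fold and 10.5-fold lower, and at Emid1 (-2.77, SE 0.34). Over all regions the median was -0.0033, with 2479 regions at 1 or above and 2571 at -1 or below, against 759 and 807 in simulated libraries without change. Here too the median and the balance follow the TMM scaling and cannot show a change of the mark as a whole. On chromosome X the median was 0.44. Without control subtraction the counts were 132 and 600, and the ratios were 2.23 for Atoh8, 0.63 for Tle4, 1.15 for Ostn, -2.08 for Nkd2, -1.62 for Rnf43 and -1.52 for Emid1.

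Regions that differed from day 0 at day 7 largely differed in the same direction at day 14. Both ratios were at least 1 in 1784 regions, where independent lists would share 320, and both were at most -1 in 1492 regions, against 352. The 2 ratios had the same sign in 76.9% of regions, against 66.4% in simulated libraries without change that share their day 0 library. Their covariance was 1.48 against 0.146 in the simulation. Regions at the floor entered both values at 1 net read, which gives extreme ratios, and no covariance without them was computed. Part of the excess over independent lists may come from the shared day 0 library. Regions past both thresholds were not counted in the simulated libraries, so the size of this part is not known.

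Day 14 against day 7 separates late from early change and does not use the day 0 library. Atoh8 (log2 ratio 1.48, SE 0.19), Tle4 (1.17, SE 0.26) and Slc5a4b, a member of the sodium-glucose transporter family (0.73, SE 0.27), had the highest ratios. Psapl1, Reg4 and Wnk2 were lowest, at least 6.73-fold, 6.61-fold and 5.75-fold lower at day 14. Without control subtraction the ratios of these genes were 0.80, 0.61, 0.29, -0.92, -1.03 and -0.66, in the order named. Fewer regions passed the threshold than against day 0, with 1893 at 1 or above and 2307 at -1 or below, against 841 and 858 from counting error alone. Among regions with a mean score at or above the median the counts were 88 and 459. The ratio depended less on GC content, with medians of 0.12 and -0.09 in the lowest and highest decile.

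Sites of REST, the repressor of neuronal genes that can act together with Polycomb, were most frequent in the domains present on all days, which are also the widest. A REST motif was listed in 6.73% of regions marked on all 3 days (6.26 to 7.23%), 0.855% of day 0 only regions (0.575 to 1.27%) and 0.993% of day 14 only regions (0.715 to 1.38%). Regions with a motif had a median width of 32399 bp against 8599 bp without. In the widest of 3 equal groups of regions the shares were 9.10% (8.43 to 9.81%), 1.28% (0.227 to 6.91%) and 4.38% (2.02 to 9.23%). In this group the interval of all 3 days overlapped that of day 14 only and not that of day 0 only. All intervals overlapped in the middle group, at 2.07% (1.61 to 2.64%), 1.55% (0.866 to 2.75%) and 1.06% (0.558 to 2.0%), and in the narrowest, at 1.44% (0.659 to 3.10%), 0.595% (0.341 to 1.04%) and 0.788% (0.511 to 1.21%). Of all regions, 842 had a motif, and their median log2 ratio of day 14 against day 0 was -0.24 before and 0.09 after the median of the GC decile was subtracted.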

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

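The alternatives with reads without control subtraction, GC content, GENCODE starts, floor regions, the deposited pairing and the order of ties were chosen only after the result was seen. No paired analysis was possible because each day has 1 library. Counts of higher and lower regions stayed within 1.5 times under scaling to the same total, centring, autosomes only, exclusion of floor regions and GC deciles, and with a pseudocount of 10 except for the higher regions of day 14 against day 7 (1234). A mean score at or above the median left 488 higher and 371 lower regions for day 7 against day 0, 631 and 871 for day 14 against day 0, and 88 and 459 for day 14 against day 7. A threshold of 0.5 gave 5557 and 5761, 6221 and 6225, and 4434 and 4669. Without control subtraction the counts were 132 and 600, 279 and 1281, and 35 and 144. The factors of the scores were kept, and the medians of all regions were then -0.12, -0.13 and -0.0060. Higher regions made up 18.0%, 17.9% and 19.6% of the changed ones. The offset against day 0 may be a part of this, but the share was also low for day 14 against day 7, where the offset was small. The parts were not separated. With only scores at or above the median, 10770, 11616 and 11698 regions were marked on days 0, 7 and 14. The share of regions marked on all 3 days was 73.7% by length and 74.2% among strong regions, and the share marked on 1 day was 12.5% and 7.35%. Promoter shares on days 0, 7 and 14 were 53.7%, 52.1% and 51.2% by length, 29.7%, 28.5% and 26.6% within 1 kb, and 43.0%, 42.1% and 40.8% among strong regions. With the pairing as deposited, list medians were 0.29 for cell cycle genes, a reversal, 0.20 for neural factors, 0.21 for limb and skeletal factors, -0.12 for Wnt genes and -0.57 for imprinted genes, 1 list lay outside the central 95% of random lists, and 8 of 20 named genes kept their direction. Lists outside numbered 0 with matching on GC content, 1 with GC deciles subtracted (medians of 0.052 for limb and skeletal factors, -0.0061 for adipocyte genes and 0.14 for imprinted genes), and 4 each with GENCODE starts, without control subtraction and without floor regions. On chromosomes 1, X and Y no list had 3 genes. REST motif shares in 3 groups of width, from narrow to wide, were 1.44%, 2.07% and 9.10% for regions of all 3 days, 0.595%, 1.55% and 1.28% for day 0 only, and 0.788%, 1.06% and 4.38% for day 14 only. Regions at -1 or below held a motif in 1.90%. After subtraction of the GC decile the ratio changed sign at Matn1 (0.068), Pax7 (0.12), Myog (0.29), Pou3f2 (-0.045), Cdx2 (0.19), H19 (0.14), Dlk1 (0.17), Msx2 (0.37), Cebpd (-0.037), Hoxd8 (0.16), Cdkn1c (0.063) and Peg10 (-0.22). Without control subtraction, where the median of all regions was itself lower, it was negative at Foxa2 (-0.038), Col2a1 (-0.091), Myh3 (-0.014) and Hoxd13 (-0.023), and scaling to the same total, which moved all ratios alike to a median of 0.069, gave 0.063 at Msx2, 0.020 at Hoxd8 and 0.053 at Phc1. The cause of these shifts was not tested. Regions with few reads limit the precision, since the median SE of a ratio was 0.35.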

Other observations

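The gene families below, the tests of the GC trend against control reads and against day 7, and the test of X copies were chosen only after the result was seen. The rule for reading the trend from day 7 to day 14 was written after its value was seen, and the intervals, drawn over blocks of 50 consecutive regions because neighbors are not independent, were also added later.

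The kallikrein genes on chromosome 7 are a clustered family of serine proteases. Among families with at least 10 promoter regions, they had the largest share of ratios at -0.5 or below. All 12 kallikrein promoters with a region were marked at day 0, and 3 were marked at day 7 and at day 14, between positions 43821800 and 44238799. The log2 ratio of day 14 against day 0 was at most -0.5 in 10 and at least 0.5 in 0 of them. The median was -1.53, -1.45 with scaling to the same total, -1.52 with centring, -0.90 after the median of the GC decile was subtracted and -1.02 without control subtraction. The Klk1b genes are close paralogs, so reads within them are hard to assign to a single gene.

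Zinc finger genes and olfactory receptor genes had positive medians, which were smaller after GC deciles. Of 87 Zfp promoters with a region, 48 were marked at day 0, 78 at day 7 and 76 at day 14, with 32 at 0.5 or above and 8 at -0.5 or below for day 14 against day 0. Of 80 Olfr promoters, 48, 59 and 74 were marked, with 22 higher and 5 lower. The medians were 0.31 and 0.23, and 0.38 and 0.30 with scaling to the same total, 0.31 and 0.23 with centring, 0.11 and 0.02 after the median of the GC decile was subtracted, and 0.05 and 0.02 without control subtraction. Without control subtraction the median of all regions was itself -0.13, so both families stayed above it.

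The fall of the ratio of day 14 against day 0 with GC content (Spearman rho of -0.47 across regions, which are not independent replicates) was tested first. Thinning day 0 to the depth of day 14 left a rho of -0.45, which argues against depth. The control reads fell with GC content too (rho of -0.54), with a difference of 0.49 between the lowest and highest decile of GC content against 1.34 for the H3K27me3 score. Dividing the net reads by the control reads left a rho of -0.30. A bias of equal strength in both libraries of a day could thus be a part but not the whole of the trend. The division does not remove a shared bias that is steeper in the H3K27me3 library, which stays open. From day 7 to day 14 the control showed almost no trend (-0.01), while the score kept a rho of -0.13 (95% interval over blocks -0.147 to -0.104), just past the bound of -0.1 set afterwards. A change that goes on with differentiation could give this, and a GC bias of a single H3K27me3 library stays open, since each day has 1.

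Regions on chromosome X had a median ratio of day 14 against day 0 that was 0.35 above that of autosomes. Against autosomal regions of the same GC decile the difference was -0.033 (95% interval -0.12 to 0.08), so GC content is a candidate explanation for the whole difference. For day 7 against day 0 the matched difference was 0.12. The log2 ratio of control reads on X was 0.23 above that of autosomes, and the excess in score was larger than this by 0.12 (0.05 to 0.22). A change in the number of X copies and a change in the mark cannot be told apart by that value, since the interval spans the bound of 0.1 set for it. The gain of X in control reads was also not matched on GC content, with which the control ratio fell (rho of -0.54). That gain therefore cannot be read as a gain of X copies. No biological explanation was tested.

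Neighboring regions changed together. For 20387 pairs of adjacent regions within 100 kb, the rho between their ratios of day 14 against day 0 was 0.50, and -0.0010 after the regions were shuffled. Subtracting the median of the GC decile left 0.43, which argues against GC content as the whole cause. Reads without control subtraction gave 0.59, and 0.49 after the GC decile was subtracted, which argues against the subtraction step as the whole cause. Background within the H3K27me3 reads was not separated, so a pattern shared with the background stays open. The control ratio alone gave 0.30, and 0.08 after the GC decile was subtracted. Change in blocks larger than a single region, as at the kallikrein cluster, may be a property of the mark or of how broad domains are divided by the peak caller, which was not tested.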
